# Corticosterone Impairs Hippocampal Neurogenesis and Behaviors through *p21*-Mediated ROS Accumulation

**DOI:** 10.3390/biom14030268

**Published:** 2024-02-23

**Authors:** Guanhao Wang, Lining Cao, Shuanqing Li, Meihui Zhang, Yingqi Li, Jinjin Duan, You Li, Zhangsen Hu, Jiaan Wu, Tianming Li, Ming Jiang, Jianfeng Lu

**Keywords:** corticosterone, *p21*, neurogenesis, anxiety-like behaviors

## Abstract

Stress is known to induce a reduction in adult hippocampal neurogenesis (AHN) and anxiety-like behaviors. Glucocorticoids (GCs) are secreted in response to stress, and the hippocampus possesses the greatest levels of GC receptors, highlighting the potential of GCs in mediating stress-induced hippocampal alterations and behavior deficits. Herein, RNA-sequencing (RNA-seq) analysis of the hippocampus following corticosterone (CORT) exposure revealed the central regulatory role of the *p21 (Cdkna1a)* gene, which exhibited interactions with oxidative stress-related differentially expressed genes (DEGs), suggesting a potential link between *p21* and oxidative stress-related pathways. Remarkably, *p21*-overexpression in the hippocampal dentate gyrus partially recapitulated CORT-induced phenotypes, including reactive oxygen species (ROS) accumulation, diminished AHN, dendritic atrophy, and the onset of anxiety-like behaviors. Significantly, inhibiting ROS exhibited a partial rescue of anxiety-like behaviors and hippocampal alterations induced by *p21*-overexpression, as well as those induced by CORT, underscoring the therapeutic potential of targeting ROS or *p21* in the hippocampus as a promising avenue for mitigating anxiety disorders provoked by chronic stress.

## 1. Introduction

Anxiety disorders refer to a group of costly psychiatric disorders characterized by feelings of fear, panic, and worry and related behavioral disturbances. Up to 275 million people worldwide (4% of the global population) are affected by anxiety disorders, which were ranked 8th among the top 25 leading causes of years lived with disability (YLDs) in 2019 [1]. However, around 50% of patients diagnosed with generalized anxiety disorder (GAD) do not respond to conventional pharmacological and psychological interventions. Moreover, the limited accessibility of mental health professionals, the risk of dependence on benzodiazepines, and the side effects of selective serotonin reuptake inhibitors (SSRIs) can negatively influence medication adherence in patients. Hence, there is an urgent need to investigate the underlying pathological mechanisms and develop innovative therapeutic interventions for GAD.

People who have lived with chronic stress events, such as a stressful environment, chronic illness, or child abuse, are more likely to develop GAD. In animal studies, chronic stress is known to trigger histological alterations in the hippocampus, such as reduced adult hippocampal neurogenesis (AHN) [2,3] and altered dendritic complexity of the neurons in the hippocampal dentate gyrus (DG) area [4,5], though the underlying mechanism is complex and not fully understood. The secretion of glucocorticoids (GCs, corticosterone in rats, and cortisol in humans) is a primary endocrine response to stress. It had been reported that the mean cortisol level increased around nine times during stressful moments compared to relaxed periods [6]. The hippocampus is well known as the principal target of GCs in the brain since it contains the greatest concentration of GC receptors. This raises the possibility that stress-induced GC elevation might significantly influence the structures of hippocampal neurons and their functions. 

Indeed, as the end-effectors for the hypothalamic–pituitary–adrenal axis, GCs are well documented to exert effects overlapping with those induced by chronic stress exposure on hippocampal structure and function [7,8,9], leading to suggestions that GC secretion is critical in stress-induced hippocampal damage. Although the direct influence of GCs on the hippocampus [7,10] and the development of anxiety deficits [11,12] has been elucidated in numerous studies, the underlying mechanisms by which prolonged GC exposure induces hippocampal damage and the associated behavioral deficits remain to be elucidated. 

Animal studies have demonstrated that chronic stress induces histological alterations in the hippocampus [2,3,4,5] and anxiety-like behaviors, but the intricate mechanisms underlying these changes remain incompletely understood. Given that the endocrine response to stress is the secretion of GCs, with corticosterone (CORT) in rodents and cortisol in human beings, and the hippocampus is the principal target site in the brain for GCs, understanding the molecular events occurring in the hippocampus following prolonged exposure to CORT is crucial for unraveling the etiological mechanisms of GAD. This study aims to elucidate the link between prolonged CORT exposure and anxiety- and depressive-like behaviors, accompanied by histological alterations in the hippocampus. Through RNA-sequencing (RNA-seq) analysis of the CORT-treated hippocampus, we identified the hub gene *p21*, which exhibited interactions with oxidative stress-associated differentially expressed genes (DEGs). Overexpression of *p21* (*p21*-OE) in the hippocampal dentate gyrus was found to partially recapitulate CORT-induced phenotypes, including reactive oxygen species (ROS) accumulation, reduced adult hippocampal neurogenesis (AHN), dendritic atrophy, and the manifestation of anxiety-like behaviors. Notably, the inhibition of ROS partially attenuated anxiety-like behaviors and hippocampal alterations induced by *p21*-OE, as well as phenotypes induced by CORT, highlighting the potential of targeting ROS or *p21* in the hippocampus as a therapeutic approach to mitigate mood disorders induced by chronic stress.

## 2. Materials and Methods

### 2.1. Housing of Animals

All interventions and animal care procedures have been approved by the Animal Committee of the School of Life Sciences and Technology, Tongji University, Shanghai, China. Male C57BL6/J mice (age: 6–8 weeks; weight: 23–25 g) were purchased from Charles River Laboratories (Beijing, China), and housed in a Specific Pathogen Free (SPF) animal facility. They were subjected to standard conditions (room temperature: 24 °C; humidity: 55%) under a 12:12 light/dark cycle. Mice were given ad libitum access to food and water. 

### 2.2. Prolonged Exposure to Corticosterone in Mice

For drug trials, 34.7 mg of corticosterone (T0948L, TargetMol, Boston, MA, USA) was dissolved in 1 mL of DMSO, and then 18.8 mL of sterile water containing 200 μL of Tween-80 was added to the solution to reach a final concentration of 1.734 mg/mL. Adult male C57BL/6 mice (age 7–8 weeks) were randomly divided into 2 groups (vehicle: n = 32; CORT: n = 48), and they were administered with CORT (40 mg/kg) or vehicle (23.07 mL/kg) every day via subcutaneous (s.c.) injection for 36 days. 

### 2.3. Manipulation of p21 Expression in Hippocampal Dentate Gyrus by Stereotaxic Injection of AAV Vectors 

The recombinant AAV vectors (*p21* overexpression vector: pAAV-CMV-Cdkn1a-3xFLAG-P2A-mNeonGreen-tWPA; negative control for *p21* overexpression vector: pAAV-cmv-3xFLAG-P2A-mNeonGreen-tWPA; *p21* knock-down vector: pscAAV-U6-shRNA (Cdkn1a)-CMV-EGFP-tWPA; negative control for *p21* knock-down vector: pscAAV-U6-shRNA (NC2)-CMV-EGFP-tWPA) were purchased from OBiO Technology (Shanghai, China).

Adult male C57BL/6 mice (age 7–8 weeks) were randomly divided into 4 groups (*p21*-OE/NC, *p21*-OE, *p21*-shRNA, NC-shRNA, n = 16 per group), and then the AAV vectors were delivered into the hippocampal DG region of mice to manipulate *p21* expression. For stereotaxic injection, mice were anesthetized by using isoflurane inhalation anesthesia (3% during induction, 1.5% during maintenance, flow rate: 2 L/min). AAV vectors were injected into the target sites (bilateral DG: −1.9 mm AP, ±1.2 mm ML, −2.25 mm DV) by using a 10-μL Hamilton syringe (0.5 μL/5 min). The injection doses for AAV-based viral vectors ranged from 2.4 × 1012 to 3.6 × 1012 viral genomes (vg)/mL. The needle was kept in situ for an additional 10 min to prevent solution leakage. Then the needle was removed gently following injection. 

### 2.4. Antioxidant Treatment Study

The antioxidant N-acetylcysteine (NAC) (HY-B0215, MedChemExpress, Monmouth Junction, NJ, USA) was administered to mice via drinking water (1 g/L) as previously described [13].

In order to examine the therapeutic effect of antioxidant on *p21*-overexpression-induced hippocampal damage and behavioral deficits, adult male C57BL/6 mice (age 7–8 weeks) were randomly divided into 4 groups to receive *p21*-OE or negative control AAV vectors with or without antioxidant treatment (n = 16 per group). 

In order to examine the therapeutic effect of antioxidant on CORT-induced hippocampal damage and behavioral deficits, adult male C57BL/6 mice (age 7–8 weeks) were randomly divided into 4 groups. They were administered with vehicle or CORT with or without antioxidant treatment (n = 16 per group). 

### 2.5. Behavioral Tests

Mice were allowed to acclimate to the testing room for at least 30 min prior to the test. Experimenters were blinded to the treatment conditions of mice. In order to avoid the variables specific to each session of the experiment, the subject of each group will be represented in each session of the behavioral test. Between each test session, the apparatuses were cleaned with a 75% ethanol solution to minimize the influence of olfactory cues. For behavioral tests, the movements of animals were videotaped and analyzed using a SMART video-tracking system (Panlab Harvard apparatus, Barcelona, Spain). 

#### 2.5.1. Open Field Test (OFT)

The open field test was performed in the apparatus (40 cm × 40 cm × 30 cm) made of gray plastic. The mice were initially placed in the center zone, and they were allowed to freely explore the whole arena for 10 min. The total distance traveled, time spent in the central area, and entries into the central area were analyzed during the 10 min period of the test.

#### 2.5.2. Elevated plus Maze Test (EPMT)

The elevated plus maze apparatus comprised 2 open arms (30 cm × 5 cm × 0.5 cm), 2 closed arms (30 cm × 5 cm × 16 cm), and a central area. Each mouse was allowed to explore the apparatus freely for 10 min after being placed facing an open arm initially in the central zone. The time spent and distance traveled in the open arms were then analyzed.

#### 2.5.3. Tail Suspension Test (TST)

The TST was performed as previously described elsewhere [14]. The mouse was lifted gently by its tail and hanged on a horizontal bar 50 cm above the ground using adhesive tape, allowing it to hang freely without touching any surfaces. The duration of immobility was recorded during the 6 min test.

#### 2.5.4. Forced Swimming Test (FST)

Each mouse was placed in a transparent cylindrical water tank (30 cm height × 15 cm diameter) containing 15 cm of water at 25 °C for 6 min. The floating time, during which the mouse only kept a state of inactivity with its head at the water surface or made slight movements, was recorded to determine the duration of immobility during the last 4 min of the 6 min test. 

### 2.6. DHE Administration

The mice received an intraperitoneal\injection of DHE (27 mg/kg, 10 mg/mL, 40% DMSO in PBS) 18 h before anesthetization. Subsequently, the mice were transcardially perfused with saline, followed by 4% paraformaldehyde (PFA). Brain samples were post-fixed in 4% PFA at 4 °C overnight and then cryo-protected in 30% sucrose for an additional 24 h at 4 °C. The brains were embedded in O.C.T. compound prior to cryostat sectioning. The frozen tissue blocks were sectioned into slices with 20 μm thickness using a cryostat (CM1950, Leica, Wetzlar, Germany).

### 2.7. Transcardial Perfusion

For some experiments (DHE staining, immunohistochemistry, TUNEL, and EdU staining), whole-body perfusion and fixation were performed once the animal was under general anesthesia. Briefly, the mouse was anesthetized and placed in dorsal recumbency. A cut below the sternum was made, and then a V-shape incision was performed in the ribcage. The ribcage was grasped by the clamp to expose the heart. The venous infusion needle was inserted into the left ventricle, and the atrial appendage was immediately cut with scissors to allow blood to flow out. The peristaltic pump was turned on to perfuse saline into the whole body through the circulatory system. The switch from saline to 4% paraformaldehyde (PFA) was made when the fluid exiting the right atrium became clear and the liver color turned pale to red. Another 5 mL of 4% PFA was perfused when the mouse tail moved.

### 2.8. Immunohistochemistry

Immunohistochemistry staining was performed as we previously described [15], with some modifications. After washing with PBS 3 times, the slides were blocked by incubation with 10% goat serum in PBST for 1 h at room temperature (RT). Then the slides were incubated with primary antibodies (DCX: rabbit, Cell Signaling Technology 4604, Danvers, MA, USA dilution 1:500; p21: rabbit, Abcam ab188224, dilution 1:500) overnight at 4 °C. After washing for 3 times, the slides were then incubated with Biotin-SP AffiniPure Goat Anti-Rabbit lgG (H + L) secondary antibody (33103ES60, Yeasen, Shanghai, China dilution 1:200) for 2 h at RT, followed by incubation in an avidin–biotin–peroxidase solution (Vectastain Elite ABC kit; Vector Laboratories, Burlingame, CA, USA) for 1 h at RT. The color reaction was developed by incubation in diaminobenzidine (DAB Immunohistochemistry Color Development Kit, Sangon Biotech, Shanghai, China) in the presence of 0.01% H_2_O_2_ for 5 min at RT. Imaging was performed using an IX73 microscope (Olymupus, Tokyo, Japan). The number of DCX+ cells was counted using ImageJ software (1.50i, Laboratory for Optical and Computational Instrumentation, Madison, WI, USA).

### 2.9. Golgi Staining and Morphological Analysis of Dendrites and Spines 

Disruptions of hippocampal dentate granule neurons are closely correlated with stress-induced anxiety [16,17], and GC elevation is a primary endocrine response to stress. The hippocampus is well known as the principal target of GCs in the brain since it contains the greatest concentration of GC receptors. In order to know whether chronic exposure to CORT influences the structures of hippocampal neurons, the dendritic morphology and spine density of hippocampal dentate granule neurons were evaluated as described elsewhere [18,19] with some modifications. Golgi staining was performed using the Rapid GolgiStainTM Kit (FD NeuroTechnologies, Baltimore, MD, USA, PK401) according to the manufacturer’s instructions. Freshly dissected brains were immersed in a mixture of solutions A and B (1:1) and stored at room temperature in darkness for a duration of two weeks. Subsequently, the brains were transferred to solution C and maintained at 4 °C in the dark for 48 h. Following this, brain tissue was sectioned to a thickness of 100 µm, and the sections were stained in a mixture of solutions D, E, and H_2_O (1:1:2). Subsequently, the sections were subjected to standard staining protocols. The images of the dendrites were acquired with a 40× objective using an Olympus IX73 microscope (Tokyo, Japan), then a series of images at z-orientation were merged to reconstruct the image of dendritic trees by ImageJ software; the dendritic length and the branching points were analyzed using Sholl analysis with ring radius increments of 10 μm. Imaging of spines was carried out with a 100× oil-immersion objective using a Leica SP8 confocal microscope, and visible flanking spines were counted for 3–6 segments from each neuron. Dendrites and spines were evaluated for three mice in each group; for each hippocampus, three dentate granule neurons were randomly selected for subsequent analysis.

### 2.10. Western Blotting

The hippocampus of mice was quickly isolated, frozen using liquid nitrogen, and stored at −80 °C before processing. For Western blotting, hippocampal tissues were homogenized with RIPA buffer and protease inhibitor cocktails in a homogenizer at −50 °C (60 s). Lysates were then centrifuged (10,000× *g*, 5 min) before the supernatant was collected. Protein quantification was performed using a BCA kit, followed by denaturation of protein in sample loading buffer at 100 °C for 10 min. One hundred micrograms of total protein was loaded and separated in a 10% SDS-PAGE gel using running buffer. Then proteins were transferred to PVDF membrane in transfer buffer using a semi-dry transfer device (Bio-Rad, Berkeley, CA, USA), followed by blocking in TBST containing 5% non-fat milk for 1 h at RT. After washing with TBST three times, the membrane was incubated with primary antibodies (p21: rabbit, Abcam ab188224, dilution 1:500; β-actin: rabbit, Yeasen 30102ES40, dilution 1:1000) diluted in TBST containing 5% non-fat milk at 4 °C overnight on the shaker. After washing with TBST three times, the membranes were incubated with HRP-conjugated secondary antibodies at RT for 1 h. After washing for three times, the membranes were incubated in ECL working solution (Bio-Rad, USA) for 1 min and transferred to the Amersham Imager 600 (GE Healthcare, Chicago, IL, USA) immediately to detect the signals.

### 2.11. TUNEL

Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay for detecting apoptosis was performed on frozen sections of the hippocampus using the TUNEL Alexa Fluor 640 kit (40308ES20, Yeasen Biotech, Shanghai, China) according to the manufacturer’s instructions. 

### 2.12. EdU Staining and Analysis

In order to visualize proliferative cells, mice received an intraperitoneal injection of EdU (5 mg/kg, MCE, HY-118411) dissolved in sterile PBS for a duration of 7 days, followed by euthanasia 8 days post-injection. Subsequently, transcardial perfusion and fixation were conducted once the animal was unconscious and completely insensible to pain. The brain was then isolated and immersed in 30% sucrose for dehydration. The thoroughly dehydrated tissues were embedded in O.C.T. compound and stored at −80 °C until use. The frozen tissue blocks were sectioned at a thickness of 20 μm using a cryostat (Leica CM 1950). EdU staining was performed by using the Click-iT Alexa Fluor 488 Imaging Kit (C10337, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. EdU-positive cells were quantified in the brain sections (20 μm thickness, four-section interval) throughout the entire hippocampus using ImageJ software (1.50i, Laboratory for Optical and Computational Instrumentation, Madison, WI, USA).

### 2.13. mRNA Extraction and Real-Time Quantitative PCR

The hippocampus was rapidly isolated and immediately transferred into TRIzol. Subsequently, the hippocampus was homogenized in a homogenizer at −50 °C (65 Hz, 60 s). The resultant homogenate was then treated with DNase I to remove any residual genomic DNA. The total RNA was diluted in RNAase-free water, and 1 μg of RNA was reverse-transcribed into complementary DNA (cDNA) using the PrimeScriptTMRT reagent kit (TAKARA, RR037A). Quantitative real-time PCR (qPCR) was carried out using the SYBR Green Mix from Bio-Rad, and the qPCR reactions were conducted using a Bio-Rad CFX96 Thermal Cycler. To normalize the expression levels of the target genes and account for potential variations among distinct samples, the expression level was referenced to the housekeeping gene β-actin.

### 2.14. Transcriptional Analysis of Hippocampus by RNA-Sequencing (RNA-Seq)

The mouse was euthanized, and the hippocampus was carefully isolated and preserved at −80 °C for subsequent analysis. The frozen tissue samples (50 mg/sample) were sent to the company (Majorbio Bio-Pharm Technology Co., Ltd., Shanghai, China) for RNA extraction and RNA-seq analysis. In summary, total RNA was extracted from each experimental group with three biological replicates. The RNA-seq transcriptome library was generated using 1 μg of total RNA and the TruSeqTM RNA sample preparation Kit from Illumina (San Diego, CA, USA). Following library preparation, the paired-end RNA-seq library underwent sequencing utilizing the Illumina NovaSeq 6000 sequencer, generating reads of 2 × 150 bp in length. Subsequently, the raw paired-end reads were processed for trimming and quality control using the fastp tool (https://github.com/OpenGene/fastp). The processed reads were then aligned to the reference genome in orientation mode, employing the HISAT2 software. The mapped reads for each sample were assembled using StringTie through a reference-based approach. The expression levels of individual transcripts were calculated using the transcripts per million reads (TPM) method. Transcript abundances were quantified utilizing the RSEM software tool. Differential expression analysis was conducted utilizing DESeq2, with a threshold of log2FC > 0 and adjusted *p*-value < 0.05. KEGG pathway analysis was performed employing KOBAS (http://kobas.cbi.pku.edu.cn/home.do).

DEGs were mapped to the search tool (https://string-db.org) for retrieval of interacting genes to acquire protein–protein interaction (PPI) networks. Visualization of the PPI network was performed by Cytoscape software (3.9.1). CytoHubba, a plugin in Cytoscape, was used for ranking nodes and screening hub genes in the network. GSEA analysis was performed on the Majorbio I-Sanger Cloud platform (https://cloud.majorbio.com/).

### 2.15. Statistical Analysis

Statistical analysis was performed using GraphPad PRISM 8 (GraphPad Software, San Diego, CA, USA). Unpaired student’s *t*-test was used to compare the difference between two groups, whereas a two-way ANOVA was used to compare the difference among three or more groups. All data were expressed as the mean ± the standard error of the mean (SEM). * *p* < 0.05 and ** *p* < 0.01 were considered to be significant.

## 3. Results

### 3.1. CORT Induced Anxiety- and Depressive-like Behaviors with Reduced Hippocampal Neurogenesis and Dendritic Atrophy

In order to evaluate the influence of prolonged corticosterone (CORT) administration on mice hippocampus and behaviors, mice were exposed to CORT for 36 days (Figure 1A). The total distance traveled in the open field arena was comparable between the two groups of mice (Figure 1B,C), indicating that locomotor activity was not impaired by CORT treatment. CORT-treated mice exhibited reduced activity and decreased time spent exploring the center of the open field (Figure 1D,E) or the open arm of the elevated plus maze (Figure 1F–H), indicating an anxiety-like state of mice. Moreover, the CORT-treated mice showed a depression-like condition as measured by increased immobility in FST and TST (Figure 1I,J). The hippocampus is well known as the principal target of GCs in the brain since it contains the greatest concentration of GC receptors, and animal studies reported that chronic exposure to CORT can cause damage to the hippocampus [7,10]. Therefore, hippocampal histological analysis was conducted. The number of EdU-positive and doublecortin (DCX)-positive cells was significantly decreased in CORT-treated mice (Figure 1K–N), indicating that CORT treatment led to the reduced proliferation of neural stem cells and newborn immature neurons in the dentate gyrus (DG) of the hippocampus, respectively. Contrary to the initial belief that neuron loss predominantly contributes to hippocampal volume reduction, recent studies suggest that dendritic and synaptic alterations are more likely to be responsible for hippocampal shrinkage [20]. Therefore, we explored the morphology of dendritic spines: CORT treatment significantly reduced the complexity of dendritic branching (Figure 1O–R) and spine density (Figure 1S,T). Altogether, prolonged CORT treatment led to depressive- and anxiety-like behaviors in mice, accompanied by reduced hippocampal neurogenesis and dendritic atrophy.

### 3.2. Identification of the Hub Gene p21 Interacting with Oxidative Stress-Associated Differentially Expressed Genes (DEGs) in CORT-Treated Hippocampus by RNA-Sequencing (RNA-Seq)

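Hippocampal RNA was sequenced from 3 mice given CORT (40 mg/kg by daily subcutaneous injection for 36 days) and from 3 mice given vehicle (23.07 mL/kg). CORT is corticosterone, the main glucocorticoid stress hormone of rodents. The authors made TruSeq libraries, sequenced them as paired-end reads, trimmed them with fastp, and quantified genes as TPM, a level scaled for gene length and library total. The submitters' processing notes name HISAT2, StringTie, RSEM and the mouse genome build GRCm39, without versions. The table analysed here lists 2404 genes, every one with an authors' p under 0.05, and gives the TPM of each gene in each library. The control columns were taken as vehicle because the numbers of listed genes equal those of the study's comparison. The listed genes made up 29.2% to 29.9% of the TPM in the vehicle libraries and 30.1% to 31.5% in the CORT libraries. TPM keeps no record of read number, so the depth is unknown. Across the listed genes, Pearson's r of log2(TPM + 1) was 0.993 to 0.994 between libraries of the same group and 0.970 to 0.978 between libraries of different groups. The groups were compared with limma on log2(TPM + 1) over the 2241 listed genes with a TPM of at least 1 in at least 3 libraries, and p-values were adjusted by the Benjamini-Hochberg method over those genes. Log2 fold changes are therefore on the log2(TPM + 1) scale, which understates the change of genes with low TPM. Since the genes were listed by a test on the same libraries, a low p here is no independent evidence of a change, and a gene outside the list was not analysed here.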

To further uncover the underling mechanism by which CORT caused hippocampal alterations and related behavior deficits, we performed RNA-seq analysis of the mice hippocampus. The samples of the two groups were remarkably divided into two populations based on the principal component analysis (PCA) (Figure 2A). 

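The CORT libraries and the vehicle libraries lay apart on the first principal component of the listed genes. Fkbp5, a co-chaperone that limits glucocorticoid receptor signalling, had a TPM of 46.2 ± 2.34 (SD, n = 3) in the vehicle group and 121 ± 6.19 (SD, n = 3) in the CORT group. Cldn5, a tight junction protein of brain endothelium, had a TPM of 48.7 ± 5.02 (SD, n = 3) in the vehicle group and 17.7 ± 1.66 (SD, n = 3) in the CORT group. The first component held 70.2% of the variance of log2(TPM + 1) over 2244 listed genes with a mean TPM of at least 1, and the second held 8.54%. The difference between groups made up 98.4% of the variance of the first component's scores. The exact two-sided permutation test of the mean scores gave p = 0.1, the smallest p that 3 libraries against 3 allow. Because only genes that the authors found to differ between the groups were listed, a separation along the first component is built into these values.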

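In the CORT group 579 of the 2241 genes tested were higher and 554 were lower at an adjusted p under 0.05 from limma, and 1108 did not pass. Of these, 46 rose and 16 fell by at least 2-fold on the log2(TPM + 1) scale, while in the authors' deposited table 175 of the 2404 listed genes rose and 110 fell by more than 2-fold. After Cdkn1a, the largest rises on the log2(TPM + 1) scale were those of Sgk3, a kinase related to the glucocorticoid-induced kinase Sgk1, of the secreted phospholipase Pla2g3, and of Setdb2, a histone methyltransferase. Sgk3 had a TPM of 3.14 ± 0.683 (SD, n = 3) in the vehicle group and 16.4 ± 3.37 (SD, n = 3) in the CORT group, a log2 fold change of 2.07 (SE 0.17). The log2 fold changes of Pla2g3 and Setdb2 were 2.07 and 2.04, and those of Ada, Ighm, Tspan4, Lrg1, Itgad and Depp1 were between 1.56 and 1.72. In the authors' deposited table the log2 fold changes of Pla2g3, Setdb2, Itgad, Ada and Depp1 (2.96, 2.81, 2.81, 2.60 and 2.52) exceeded those of Cdkn1a and Sgk3 (2.38 and 2.33), and Erbb3, Gpr34, Insc and Lag3 fell by more than Cldn5. On the log2(TPM + 1) scale the largest falls were those of Rmrp, Cldn5 and mt-Co2, with log2 fold changes of -1.63, -1.41 and -1.36. The microglial genes Fcrls, Cx3cr1 and Gpr34 fell by 1.31, 1.25 and 1.21 on the log2 scale, and the neuregulin receptor Erbb3 fell by 1.24. Insc, Ddit4l and Lag3 had log2 fold changes of -1.23, -1.18 and -1.12. An annotated nuclear transcript, Gm28661, matched mt-Co2 at 100% identity over 99% of its length, so its value is uncertain.

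Genes known as targets of the glucocorticoid receptor rose together. Of 32 such genes listed before the data were examined, 31 were in the table, all 31 had a positive fold change, and 30 were higher at an adjusted p under 0.05 from limma (31 higher when adjusted over the list alone). Cdkn1a, Ddit4 and Pdk4 among these are genes the paper names or draws beside p21. The share of positive fold changes was 50.4% over all genes tested (two-sided exact binomial test, adjusted p = 2.9e-08 over the lists). That test counts genes measured in the same libraries as independent, so its p does not measure the spread between mice. Nfkbia, the inhibitor of NF-kB, rose from a TPM of 27.9 ± 4.77 (SD, n = 3) to 72.5 ± 2.79 (SD, n = 3). Tsc22d3, an anti-inflammatory leucine zipper protein, had a log2 fold change of 0.65 (SE 0.07), and Sgk1 one of 1.23 (SE 0.28). Per1, also a clock gene, had a log2 fold change of 0.22 (SE 0.08, adjusted p = 0.051 from limma). With quantile normalization 30 of the targets were higher and with the GC correction 29, and Per1 passed with both. The number higher was 27 without vehicle replicate 1, and 25 without vehicle replicate 2, CORT replicate 1 or CORT replicate 2. It was 30 without vehicle replicate 3 and 28 without CORT replicate 3. Besides Sgk1, the targets Plin4, Map3k6, Nedd9, Mertk, Arrdc3 and Il1r1 lost their calls in such fits. The calls of Rmrp, Lrg1, Sgk1 and mt-Co2 were lost when single libraries were left out, with adjusted p-values from limma of up to 0.144, 0.116, 0.082 and 0.0599, and that of Rmrp also after the GC correction (0.077). The number of genes changed was 1133, and it was 620 without vehicle replicate 1, 845 without vehicle replicate 2 and 1187 without vehicle replicate 3. Without CORT replicates 1, 2 and 3 in turn it was 715, 644 and 717.

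**Figure D1:**
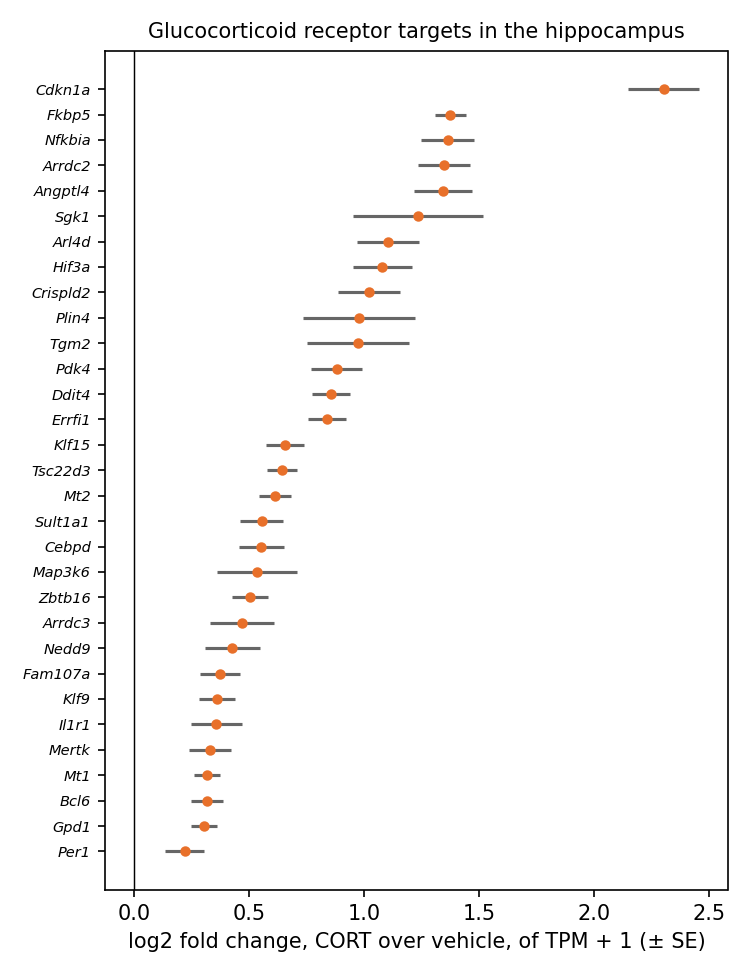
Log2 fold change (x axis, CORT over vehicle, of TPM + 1) of each listed glucocorticoid receptor target (y axis), with the standard error from limma, n = 3 libraries per group. All 31 points lie above 0, and Cdkn1a lies farthest from it at 2.30.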

Approximately 2404 DEGs (genes with >1-fold change in expression, *p* < 0.05), including 1183 down-regulated and 1221 up-regulated genes, were identified in the CORT-treated group (Figure 2B). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed to investigate the functional categories of the up-regulated DEGs, and “cell growth and death” pathway was identified to be the top 2 enriched pathway (Figure 2C), indicating dysregulated cell proliferation in the CORT-treated group. 

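Rrm2, a subunit of the ribonucleotide reductase that supplies DNA synthesis, was the only member of a list of 28 cell cycle and proliferation genes found in the table. Its TPM was 1.23 ± 0.140 (SD, n = 3) in the vehicle group and 2.13 ± 0.523 (SD, n = 3) in the CORT group, a log2 fold change of 0.47 (SE 0.15, adjusted p = 0.033 from limma). The other 27 genes of the list were not analysed here. Of 19 genes of phosphoinositide 3-kinase and FoxO signalling, which link growth factors to cell growth, 6 were tested, 1 was higher, 2 were lower and 3 did not pass the test from limma, with the same numbers when adjusted over the list alone. Irs2, an adaptor of the insulin receptor, rose by a log2 fold change of 0.44 (SE 0.09), while the transcription factor Foxo6 had one of -0.56 (SE 0.09). The call of Rrm2 was lost with quantile normalization (adjusted p = 0.075 from limma), without vehicle replicate 1 (0.089), without vehicle replicate 2 (0.064) and without CORT replicate 2 (0.111). After a correction for transcript GC content, chosen after seeing the data, Rrm2, Foxo6 and Akt2 did not pass, with adjusted p-values from limma of 0.082, 0.079 and 0.093.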

In order to find the key genes associated with CORT-induced abnormal proliferation, we proposed a gene set enrichment analysis (GSEA) approach to analyze (protein–protein interaction) PPI networks. 

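Several genes that p53 is known to switch on were higher in the CORT group, and the apoptosis gene Bbc3 was lower. Of 24 p53 targets listed before the data were examined, 10 were in the table, 7 were higher and 1 was lower at an adjusted p under 0.05 from limma, and 2 did not pass, with the same numbers when adjusted over the list alone. Among the 7, Cdkn1a, Ddit4, Trp53inp1 and Pmaip1 are genes the paper names as raised by CORT, and their values in Fig. 2F had been seen. Fas, Ccng1 and Sesn1 were the other members higher. Cdkn1a and Ddit4 also belong to the list of glucocorticoid receptor targets. Fas, a death receptor, had a TPM of 1.17 ± 0.375 (SD, n = 3) in the vehicle group and 2.68 ± 0.707 (SD, n = 3) in the CORT group, a log2 fold change of 0.76 (SE 0.18). Ccng1, a cyclin induced by p53, rose by a log2 fold change of 0.35 (SE 0.07), and Sesn1, a stress-induced inhibitor of growth signalling, by 0.32 (SE 0.07). Bbc3, which encodes the pro-apoptotic protein PUMA, had a log2 fold change of -0.47 (SE 0.12, adjusted p = 0.014 from limma). Mdm2, the ubiquitin ligase that degrades p53, and Tigar, a regulator of glycolysis, had log2 fold changes of 0.14 (adjusted p = 0.19 from limma) and -0.15 (adjusted p = 0.106 from limma, and 0.0247 with quantile normalization). Of the 10 members, 8 had a positive fold change (two-sided exact binomial test against all genes tested, adjusted p = 0.457). The calls of Bbc3 and Ccng1 were lost after a correction for transcript GC content chosen after seeing the data, when no p53 target was lower.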

GSEA exposed that 258 out of the 2404 DEGs were highly enriched in 40 gene ontology (GO) pathways, among which “intrinsic apoptotic signaling pathway by p53 class mediator” was the top 1 gene set ranked by normalized enrichment score (NES) (Figure 2D). 

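Cdkn1a (ENSMUSG00000023067) encodes p21, an inhibitor of cyclin-dependent kinases that halts the cell cycle. Its TPM was 11.6 ± 2.30 (SD, n = 3) in the vehicle group and 61.3 ± 10.6 (SD, n = 3) in the CORT group. The vehicle libraries had 14.21, 9.76 and 10.97 TPM and the CORT libraries 70.7, 63.35 and 49.82 TPM, so that every CORT library was above every vehicle library for Cdkn1a (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The log2 fold change was 2.30 (SE 0.15, adjusted p = 5.7e-05 from limma). In the authors' deposited table the log2 fold change of Cdkn1a was 2.38, with p = 2.46e-67. Genes with a larger one there included Pla2g3, Setdb2, Itgad, Ada and Depp1, and also Ifi204 (4.04), whose TPM was too low to be tested here.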

Then the 258 DEGs in 40 GO pathways were analyzed by PPI networks (Figure 2E, Supplementary Table S1): The up-regulated *Cdkn1a* (*p21*), which belonged to the “intrinsic apoptotic signaling pathway by p53 class mediator” pathway, was one of the top 20 hub genes, indicating that abnormally elevated *p21* might be the key factor responsible for CORT-induced hippocampal alterations. Moreover, PPI networks exposed the interaction of *p21* and oxidative stress-related genes (enlarged inset, Figure 2E). 

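Most of the oxidative stress-related genes drawn with p21 were higher in the CORT group, and Akt2, Gab1 and Apoe were lower. Ddit4, a stress-induced inhibitor of mTOR signalling, had a TPM of 80.1 ± 10.0 (SD, n = 3) in the vehicle group and 145 ± 2.23 (SD, n = 3) in the CORT group, a log2 fold change of 0.86 (SE 0.08). Trp53inp1 and Pmaip1, both induced by p53, rose by log2 fold changes of 0.94 (SE 0.14) and 0.81 (SE 0.13). The DNA repair enzyme Parp1 rose by 0.40 (SE 0.06). The mitochondrial carrier Ucp2 rose from a TPM of 31.3 ± 3.75 (SD, n = 3) to 73.1 ± 4.45 (SD, n = 3), and Pdk4, an inhibitor of pyruvate dehydrogenase, by a log2 fold change of 0.88. Rrp8 had a log2 fold change of 0.86. The kinase Akt2 had a TPM of 65.0 ± 3.48 (SD, n = 3) in the vehicle group and 53.4 ± 5.56 (SD, n = 3) in the CORT group, a log2 fold change of -0.28 (SE 0.09, adjusted p = 0.029 from limma). Gab1 and Apoe fell by 0.44 and 0.25 on the log2 scale, and Cyp26b1 had a log2 fold change of -0.28 that did not pass the test (adjusted p = 0.083 from limma). The interferon-inducible gene Ifi204 had a TPM of 0.010 ± 0.0173 (SD, n = 3) in the vehicle group and 0.207 ± 0.0751 (SD, n = 3) in the CORT group and was too low to be tested. The calls of Akt2 and Gab1 were lost when single libraries were left out, with adjusted p-values from limma of up to 0.084 and 0.092. Apoe and Akt2 did not pass after the GC correction.

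**Figure D2:**
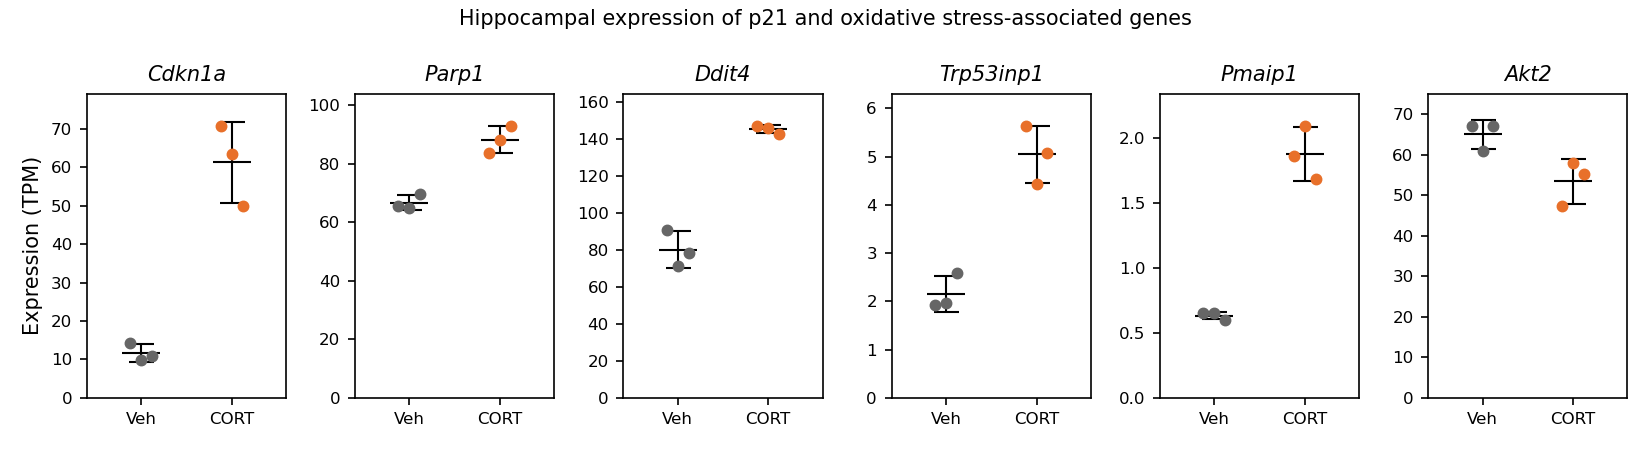
TPM (y axis, from 0) of Cdkn1a, Parp1, Ddit4, Trp53inp1, Pmaip1 and Akt2 in the vehicle (Veh, grey) and CORT (orange) groups (x axis). Each point is 1 library, and the bars show the mean ± SD, n = 3 per group. In each panel the points of the groups do not overlap, and Akt2 alone lies lower in the CORT group, at 53.4 against 65.0 TPM.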

Quantitative polymerase chain reaction (q-PCR) validated the significant up-regulation of *p21* and oxidative stress-associated genes (*Parp1*, *Didt4*, *Trp53inp1*, *Pmaip1*, *Akt2*) in the CORT-treated group (Figure 2F). Western blotting (Figure 2G,H) and immunohistochemistry (Figure 2I) demonstrated elevated p21 expression in the hippocampus of CORT-treated mice. Moreover, ROS accumulation was identified in the DG of CORT-treated mice (Figure 2J,K). According to the results above, we speculated that prolonged exposure to CORT elevated *p21* expression and consequently activated oxidative stress-associated pathways and ROS accumulation, thus leading to hippocampal alterations and associated behavioral deficits. 

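Xdh and Ncf1, which encode parts of ROS-producing enzymes, were higher in the CORT group. Of 14 ROS-producing enzymes, 3 were in the table, and both that were tested were higher at an adjusted p under 0.05 from limma (2 higher when adjusted over the list alone), with a two-sided exact binomial test that did not pass (adjusted p = 0.833). All 3, Xdh, Ncf1 and Duox2, are among the genes drawn with p21 in Fig. 2E, which the paper chose on these same libraries. The list therefore adds no gene to that choice. Xdh, the xanthine dehydrogenase that can release superoxide, had a TPM of 3.71 ± 0.309 (SD, n = 3) in the vehicle group and 8.97 ± 0.602 (SD, n = 3) in the CORT group, a log2 fold change of 1.08 (SE 0.11). Ncf1, a subunit of the phagocyte NADPH oxidase, rose by 0.54 (SE 0.13). The oxidase gene Duox2, at a TPM of 0.223 ± 0.123 (SD, n = 3) in the CORT group, was too low to be tested. Of 28 antioxidant enzymes and NRF2 targets, 4 were in the table and 3 were tested (two-sided exact binomial test, adjusted p = 0.893). Txnip, which inhibits thioredoxin and is itself no antioxidant enzyme, rose by a log2 fold change of 0.87 (SE 0.10). No gene was lower (1 lower when adjusted over the list alone), but the other 3 in the table had negative values in the authors' deposited table. Txnrd1 had a log2 fold change of -0.16 (adjusted p = 0.082 from limma). Osgin1, too low to be tested, had one of -1.49 in the authors' deposited table. Gpx4, which reduces lipid peroxides, had a log2 fold change of -0.12 (adjusted p = 0.051 from limma), which turned to 0.038 with quantile normalization and to 0.0641 with the GC correction. Of 13 respiratory chain transcripts encoded in mitochondrial DNA, 10 were in the table, 7 were higher, 1 was lower and 2 did not pass the test from limma (9 higher and 1 lower when adjusted over the list alone). mt-Nd1 had a TPM of 5092 ± 136 (SD, n = 3) in the vehicle group and 6038 ± 164 (SD, n = 3) in the CORT group. Of 126 other genes in the same range of GC content, 88.9% were higher in the CORT group as well. After the GC correction none of the 7 passed. With quantile normalization only mt-Nd2 and mt-Nd6 of the 7 passed, and mt-Nd3, which had not passed before, was higher. That method gives a gene of the same rank in every library the same value, and it left mt-Co1 and mt-Cytb with no difference. Their lost calls therefore do not count against a rise. Of 22 nuclear genes of oxidative phosphorylation, 4 were tested, Cox4i1 and Ndufv1 were lower with log2 fold changes of -0.19 and -0.16, and 2 did not pass (4 lower when adjusted over the list alone). Neither call was kept with quantile normalization (adjusted p = 0.104 and 0.201 from limma) or with the GC correction (0.365 and 0.49), which left log2 fold changes of -0.0507 and -0.0416 and a lower call of Uqcrfs1. Referring to its results above, the paper speculates that prolonged CORT raises p21 and as a consequence activates pathways of oxidative stress and the accumulation of ROS.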

### 3.3. p21-Overexpression Led to ROS Accumulation, Reduction in Hippocampal Neurogenesis and Dendritic Branching, and Anxiety-like Behaviors

In order to validate the role of *p21*, we conducted a *p21* overexpression (*p21*-OE) experiment by bilateral stereotaxic injection of recombinant AAV (rAAV) into the DG of mice (Figure 3A,B). Four weeks after the stereotactic surgery, the two groups of mice showed no statistical difference in total distance traveled in the open field arena (Supplementary Figure S1), indicating that locomotor activity was not influenced by *p21*-OE. Mice of the *p21*-OE group exhibited anxiety-like behaviors, as evidenced by a significant decrease in their tendency to explore the open arms (Figure 3C–E). Forty-three days after AAV injection, histological analysis showed the expression of mNeonGreen in DG area of mice, indicating that AAVs-mediated gene transfer can achieve efficient long-term expression in the hippocampus (Figure 3F). We validated the remarkable up-regulation of *p21* expression in the hippocampus of the *p21*-OE group by qPCR (Figure 3G) and Western blotting (Figure 3H,I). *p21*-OE mice also showed ROS accumulation in the DG area (Figure 3J), similar to what we observed in CORT-treated mice (Figure 2J,K). The number of EdU-positive and DCX+ cells significantly decreased in *p21*-OE mice (Figure 3K,L), indicating reduced hippocampal neurogenesis due to *p21* overexpression. Moreover, *p21*-OE mice showed reduced complexity of dendritic branching (Figure 3M–P) and spine density of granule neurons (Figure 3Q,R). This result suggested that *p21*-overexpression in hippocampus almost recapitulated CORT-induced behavior deficits and histological alterations. 

We subsequently investigated whether knock-down of *p21* was sufficient to recover the phenotypes caused by CORT treatment. However, specific knockdown of *p21* in the hippocampus (Supplementary Figure S2A–F) could not recover the CORT-induced phenotypes but instead led to apoptosis of granular neurons (Supplementary Figure S2G).

### 3.4. Inhibition of ROS Partly Rescued Anxiety-like Behaviors Accompanied by Hippocampal Alterations Induced by p21-Overexpression

Elevated ROS is considered to cause sustained suppression of hippocampal neurogenesis [21], and we also identified that *p21* overexpression led to ROS accumulation (Figure 3J) and reduced hippocampal neurogenesis in the DG area (Figure 3K,L). This prompted us to speculate whether inhibition of ROS could prevent *p21*-OE-induced hippocampal alterations and behavioral deficits. *P21* overexpression was conducted by bilateral stereotaxic injection of AAV-Cdkn1a-3×Flag-mNeonGreen, while antioxidant N-acetyl cysteine (NAC) was treated to mice in drinking water to scavenge ROS (Figure 4A). NAC treatment inhibited *p21*-OE-induced anxiety-like behaviors (Figure 4B–D). Histological analysis confirmed that antioxidant NAC treatment partly inhibited *p21*-OE-mediated ROS production (Figure 4E,F) and attenuated *p21*-OE-induced hippocampal alterations, including the reduction in hippocampal neurogenesis (Figure 4G–J) and dendritic atrophy (Figure 4K–P). This result suggested that *p21* overexpression directly induced ROS accumulation in the hippocampus, thus leading to hippocampal histological alterations and associated behavioral deficits.

### 3.5. Inhibition of ROS Partially Rescued CORT-Induced Anxiety-like Behaviors Accompanied with Hippocampal Alterations

According to the results above, we proposed a hypothesis: Chronic CORT treatment elevated *p21* expression, which contributed to ROS accumulation, consequently leading to hippocampus alterations and associated behavioral deficits (Figure 2). In order to prove this hypothesis, we investigated the influence of antioxidant NAC on CORT-induced alterations (Figure 5A). Treatment with NAC inhibited CORT-induced anxiety-like behaviors (Figure 5B–D) without influencing depressive-like behaviors (Supplementary Figure S3). Histological analysis confirmed that NAC treatment partially inhibited CORT-induced ROS production (Figure 5E,F) and mitigated CORT-induced hippocampal alterations, including the reduction in hippocampal neurogenesis (Figure 5G–J) and dendritic atrophy (Figure 5K–P). These results strengthened our conclusion: long-term exposure to CORT up-regulated the *P21*-associated pathways, which activated the downstream oxidative stress-related pathways, causing ROS accumulation in the hippocampus; the excessive ROS eventually led to reduced hippocampal neurogenesis and dendritic atrophy, which subsequently contributed to abnormal behavioral alterations.

## 4. Discussion

This study investigates the mechanism by which chronic exposure to CORT induces hippocampal alterations and the associated behavioral deficits: (1) Chronic exposure to CORT induces anxiety- and depressive-like behaviors, coupled with diminished hippocampal neurogenesis and dendritic atrophy; (2) by employing RNA-seq, we identify oxidative-associated DEGs, pinpointing *p21* as a key hub gene associated with CORT-induced hippocampal proliferation alterations; (3) overexpression of *p21* is found to mostly recapitulate CORT-induced alterations, including anxiety-like behaviors, reduced hippocampal neurogenesis and dendritic atrophy, accompanied by ROS accumulation; (4) notably, we find that inhibition of ROS presents a promising avenue for mitigating anxiety-like behaviors and hippocampal alterations induced by *p21* overexpression; (5) furthermore, targeting ROS could also hold potential in partially ameliorating CORT-induced anxiety-like behaviors, concurrently addressing the associated hippocampal alterations.

The observed induction of anxiety- and depressive-like behaviors following chronic exposure to CORT (Figure 1A–J) aligns with the existing knowledge regarding the role of CORT as a well-validated pharmacological factor in regulating mood and behaviors [22]. Consistent with the previous studies [23,24,25,26], we found that prolonged exposure to CORT reduced hippocampal cell proliferation, decreased the complexity of dendritic branching and spine density of hippocampal granular neurons (Figure 1K–T). The histological alterations of hippocampus (Figure 1K–T) are particularly concerning given the hippocampus’s critical role in emotional regulation: the hippocampus is located in the medial temporal lobe, lying posterior to the amygdala, a center responsible for emotional memory recalling and regulation; scientists observed an augmentation in the functional connectivity between the hippocampus and the amygdala during emotional regulation and the retrieval of positive memories [27]; more importantly, researchers also confirmed that the hippocampus is involved in emotional regulation by using real-time functional magnetic resonance imaging (fMRI) technology [28,29], suggesting the potential clinical application of hippocampal regulation in treating mental disorders, including addiction, anxiety, and depression. The hippocampal alterations observed in our study suggest a potential mechanism through which exposure to CORT disrupts emotional processes. Consequently, our focus was directed towards investigating the transcriptomic alterations in the CORT-treated hippocampus, trying to elucidate the plausible molecular mechanism by which CORT induces hippocampal histological alterations and the related emotional disorders. 

Understanding the interactions of *p21* with oxidative stress-related DEGs is crucial in unraveling the intricate molecular pathways that mediate the impact of CORT on hippocampal neurogenesis and hippocampus-mediated mood regulation. In this study, *p21*-overexpression partially recapitulated CORT-induced phenotypes, including ROS accumulation, reduction in hippocampal neurogenesis and dendritic branching, and anxiety-like behaviors (Figure 3); and antioxidants partially rescued the *p21*-overexpression-induced phenotypes (Figure 4), indicating that ROS accumulation is a direct consequence of *p21* up-regulation. Consistent with our study, Macip et al. demonstrated that tet-regulatable *p21* expression increased intracellular ROS both in normal fibroblasts and in p53-negative cancer cells, and antioxidant NAC can block ROS accumulation in response to tet-regulatable *p21* [30]. Actually, the ROS accumulation in response to *p21* up-regulation can be explained by the following mechanisms: (1) persistent up-regulation of the cell cycle checkpoint gene *p21* leads to mitochondrial impairment and subsequent generation of ROS through a sequential signaling cascade GADD45-p38MAPK-GRB2-TGFBR2-TGFβ [31]; (2) ROS-induced DNA damage causes p53 activation [32], which in turn up-regulates its downstream target *p21*, thus establishing a reinforcing feedback loop constituted by *p21*-ROS-P53.

It is noteworthy that antioxidant treatment partially mitigated the hippocampal damage and anxiety-like behaviors induced by *p21*-OE and prolonged exposure to CORT, as illustrated in Figure 4 and Figure 5. Therefore, in addition to the elucidated ROS pathway in this study, there might be other molecular events involved in CORT-induced-*p21* up-regulation, contributing to the modulation of hippocampal alterations and resultant behavioral deficits. Several studies have elucidated the pivotal role of *p21* in regulating hippocampal neurogenesis in response to diverse stimuli: Zonis et al. demonstrated that *p21* up-regulation in response to acute inflammation restrained neuronal progenitor proliferation in mice hippocampus [33]; Pechnick et al. reported that antidepressants could promote hippocampal neurogenesis by inhibiting *p21* expression [34], underscoring the significance of *p21* in modulating hippocampal neurogenesis. Notably, *p21*, as a cyclin-dependent kinase inhibitor, induces cell cycle arrest in response to various stimuli. Therefore, CORT-induced *p21* up-regulation might directly lead to cell cycle arrest in neural progenitors within the hippocampus, which cannot be rescued by antioxidant treatment.

All of these findings strongly suggest that ROS accumulation is responsible for the reduced hippocampal neurogenesis and dendritic atrophy initiated by CORT-mediated up-regulation of *p21*. In the adult hippocampus, the formation of new neurons (neurogenesis) occurs throughout life and is critical for emotional memory recalling and regulation. In turn, deficits in neurogenesis over time may compromise hippocampal function, gradually leading to mood disorders. Actually, impaired hippocampal neurogenesis is related to the development of anxiety-like behaviors. For example, young rats that experienced childhood neglect showed anxiety in adulthood and decreased AHN [35]. Transgenic animals with impaired AHN induced by overexpression of the pro-apoptotic protein Bax exhibited anxiety-like behaviors [36]. Therefore, ROS-induced oxidative stress can disrupt the delicate balance of hippocampal neurogenesis, potentially leading to impaired hippocampus structure and its function in mood regulation.

## 5. Conclusions

In conclusion, the identification of *p21* as a hub gene interacting with oxidative stress-associated DEGs sheds light on potential therapeutic targets and signaling pathways that could be modulated to mitigate the adverse effects of chronic stress or prolonged CORT exposure (such as in Cushing’s syndrome-endogenous GCs or when using high doses of exogenous GCs) on hippocampus structure and function.

## Figures and Tables

**Figure 1:**
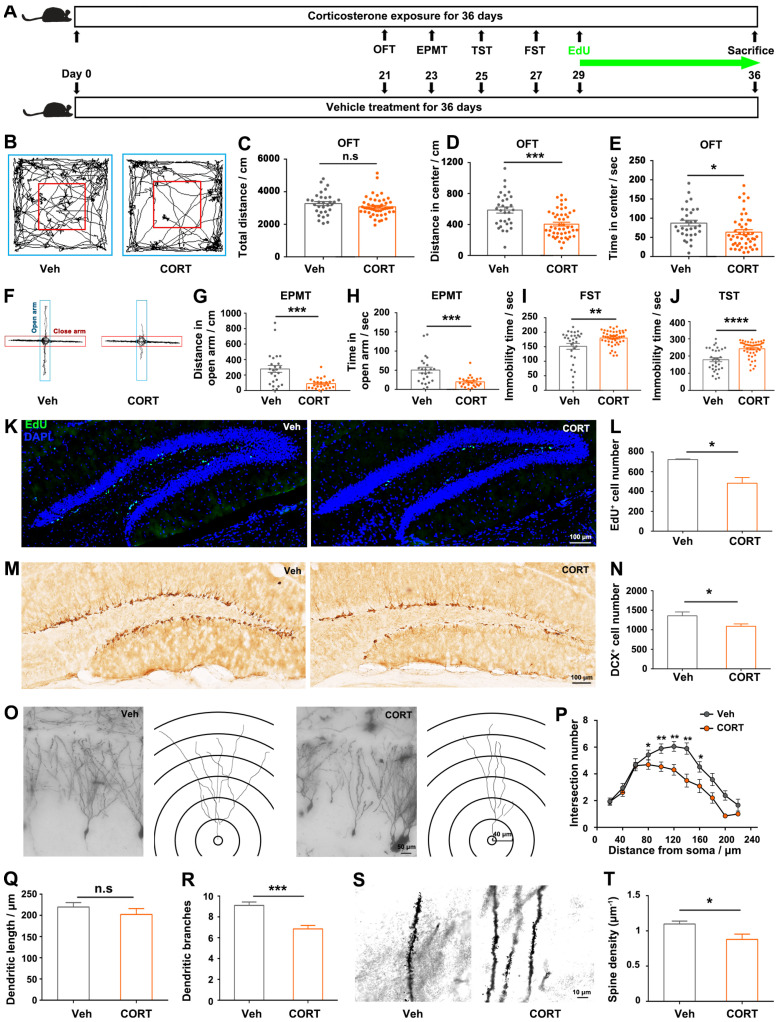
Chronic CORT treatment induced anxiety- and depression-like behaviors, accompanied with reduced neurogenesis and dendritic atrophy in hippocampus. (**A**) Study design. (**B**) Representative trajectory diagram of the mice in the open field test. Red box indicates the center zone of the arena. (**C**) Total distance traveled by mice in the whole area of the apparatus. Distance traveled (**D**) and time spent (**E**) by mice in the central zone of the open field. (**F**) Representative trajectory diagrams of the mice in the elevated plus maze test. Distance traveled (**G**) and time spent (**H**) in the open arm by mice. Immobility time of the mice in the forced swimming test (**I**) and tail suspension test (**J**). Representative images (**K**) and quantification (**L**) of EdU staining within the dentate gyrus (DG) area. Representative images (**M**) and quantification (**N**) of DCX staining within the DG area. (**O**) Representative images and tracings of the granule cell in DG area. Quantification of intersection number (**P**), dendritic length (**Q**) and branch number (**R**) of granule cells. (**S**) Representative images of dendritic spines of granule cell in DG area. (**T**) Quantitative analysis of spine density of the granular cell dendrites. Data are presented as mean ± SEM, n = 31 per group for behavior tests; otherwise, n = 3 per group. Statistical comparisons were performed by Student’s *t* test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, n.s.: no significance. EPMT: elevated plus maze test; OFT: open field test; TST: tail suspension test; FST: forced swimming test.

**Figure 2:**
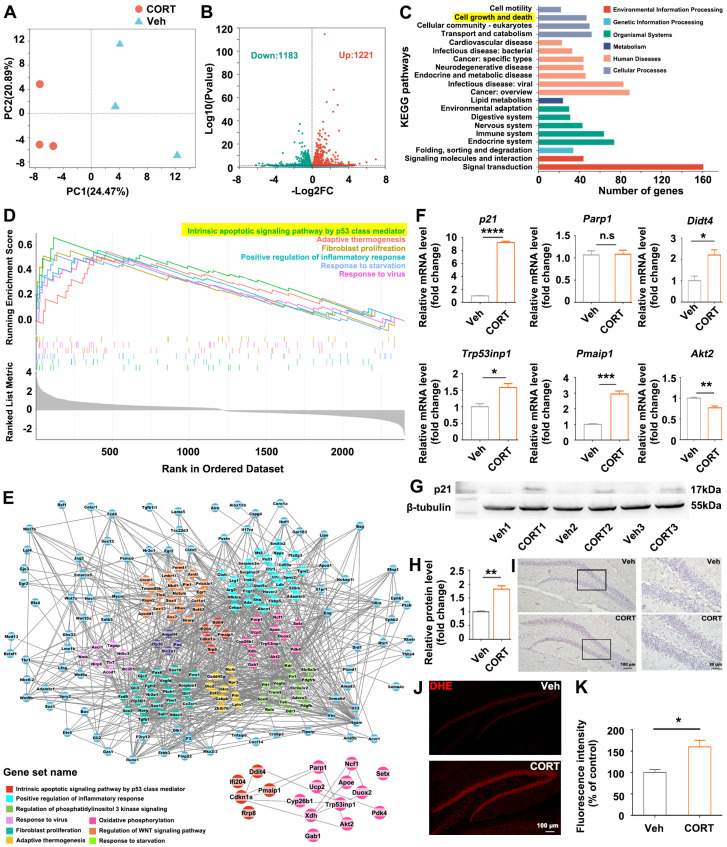
Identification of key pathways and hub genes contributing to CORT-induced abnormal hippocampal neurogenesis. (**A**) Principal component analysis (PCA) of the transcriptome of the hippocampus samples collected from the mice administrated CORT or vehicle. (**B**) Volcano plots of the DEGs for hippocampus of the 2 groups. The up-regulated DEGs are presented by red dots, and the down-regulated DEGs are presented by green dots. (**C**) The functional classification of the DEGs based on KEGG pathway analysis. (**D**) GSEA enrichment score curves of the top 6 GO pathways. The top panel shows the enrichment scores of each pathway. The middle vertical bars display the position of each gene. The bottom panel indicates the ranking metric scores. (**E**) Protein–protein interaction (PPI) network of the important genes. The grey lines indicated the associations between the genes. (**F**) The mRNA expression levels of *p21* and the oxidative stress-associated genes. Western blot analysis (**G**) and quantification (**H**) of p21 protein expression level. (**I**) Representative images of p21 immunostaining in hippocampus of mice. Representative images (**J**) and quantification (**K**) of DHE staining in hippocampus of mice. Data are presented as mean ± SEM, n = 3 per group, statistical comparisons were performed by Student’s *t* test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, n.s.: no significance.

**Figure 3:**
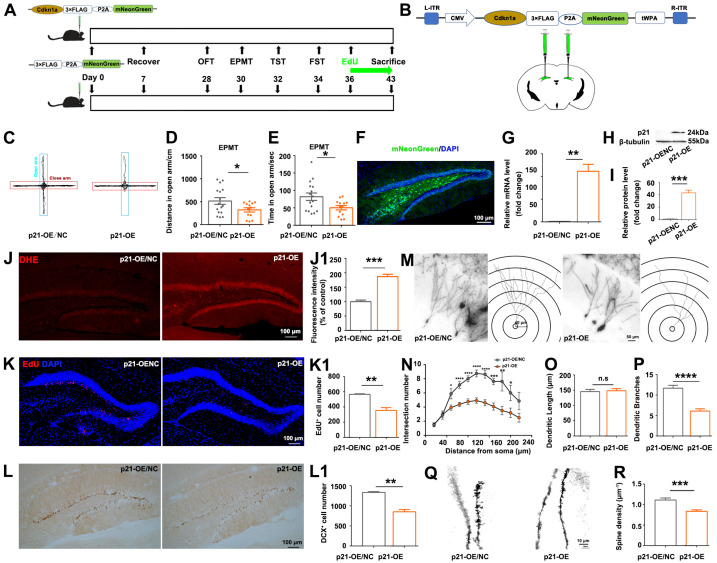
Recapitulation of CORT-induced behavior deficits and histological alterations by *p21* overexpression. (**A**) Study design. (**B**) Schematic of stereotaxic injection of AAV vectors into the bilateral DG areas of mice brain. (**C**) Representative trajectory diagrams of the mice in the elevated plus maze test. Distance traveled (**D**) and time spent (**E**) in the open arm by mice. (**F**) Anatomical spread of AAV vectors visualized by mNeonGreen fluorescence. (**G**) Analysis of *p21* mRNA expression level. Western blot analysis (**H**) and quantification (**I**) of p21 protein expression level. Representative images (**J**) and quantification (**J1**) of DHE staining within the dentate gyrus (DG) area. Representative images (**K**) and quantification (**K1**) of EdU staining within the dentate gyrus (DG) area. Representative images (**L**) and quantification (**L1**) of DCX staining within the dentate gyrus (DG) area. (**M**) Representative images and tracings of the granule cell in DG area. Quantification of intersection number (**N**), dendritic length (**O**), and branch number (**P**) of granule cells. (**Q**) Representative images of dendritic spines of granule cells in DG area. (**R**) Quantitative analysis of spine density of the granular cell dendrites. Data are presented as mean ± SEM, n = 16 per group for behavior tests; otherwise, n = 3 per group. Statistical comparisons were performed by Student’s t test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, n.s.: no significance. EPMT, elevated plus maze test.

**Figure 4:**
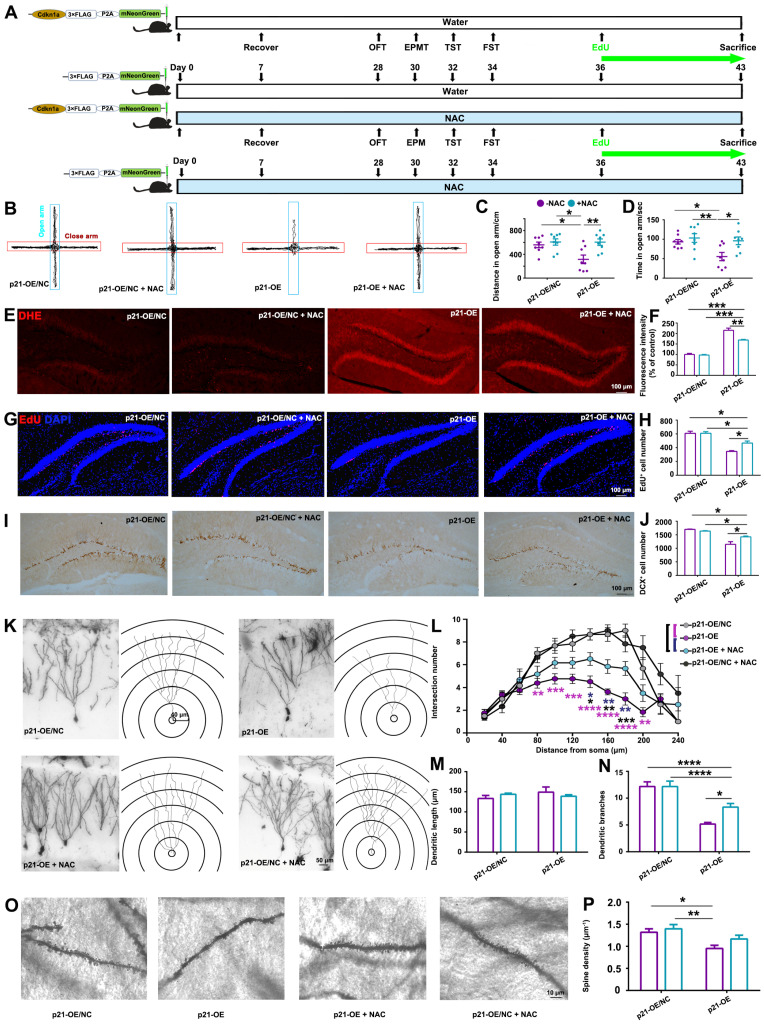
Antioxidant treatment partially rescued *p21*-OE-induced phenotypes. (**A**) Study design. (**B**) Representative trajectory diagrams of the mice in the elevated plus maze test. Distance traveled (**C**) and time spent (**D**) in the open arm by mice. Representative images (**E**) and quantification (**F**) of DHE staining within the DG area. Representative images (**G**) and quantification (**H**) of EdU staining within the DG area. Representative images (**I**) and quantification (**J**) of DCX staining within the DG area. (**K**) Representative images and tracings of the granule cell in DG area. Quantification of intersection number (**L**), dendritic length (**M**) and branch number (**N**) of granule cells. (**O**) Representative images of dendritic spines of granule cells in DG area. (**P**) Quantitative analysis of spine density of the granular cell dendrites. Data are presented as mean ± SEM, n = 8 per group for behavior tests; otherwise, n = 3 per group. Statistical comparisons were performed by one-way ANOVA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, n.s.: no significance. EPMT, elevated plus maze test.

**Figure 5:**
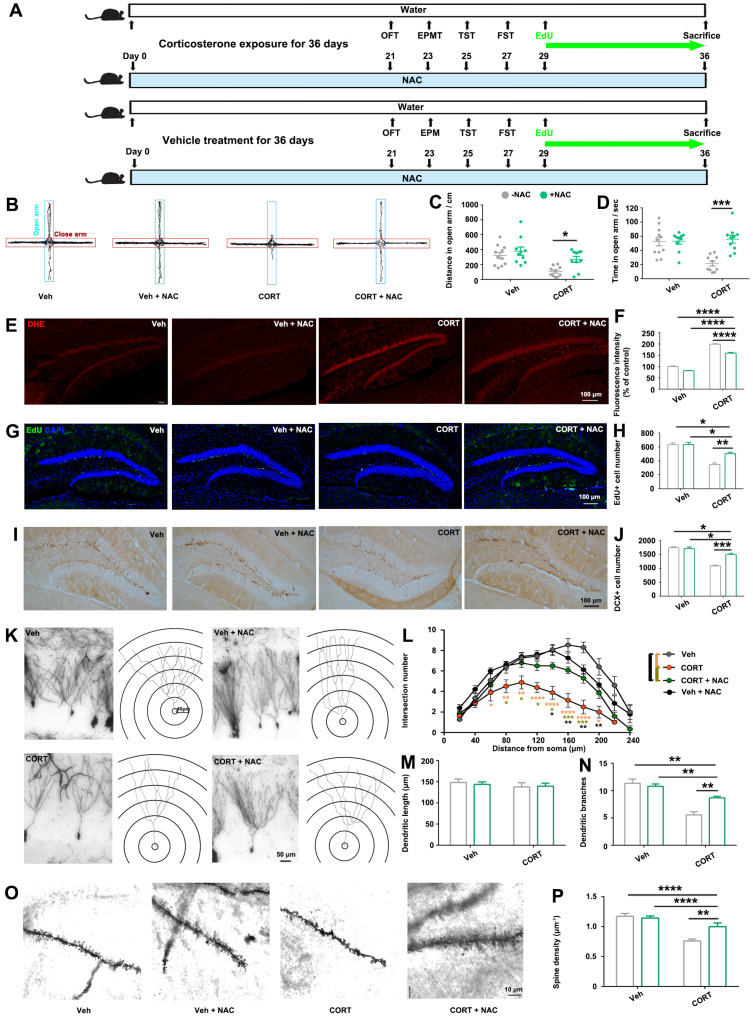
Antioxidant treatment partially rescued CORT-induced phenotypes. (**A**) Study design. (**B**) Representative trajectory diagrams of the mice in the elevated plus maze test. Distance traveled (**C**) and time spent (**D**) in the open arm by mice. Representative images (**E**) and quantification (**F**) of DHE staining within the DG area. Representative images (**G**) and quantification (**H**) of EdU staining within the DG area. Representative images (**I**) and quantification (**J**) of DCX staining within the DG area. (**K**) Representative images and tracings of the granule cell in DG area. Quantification of intersection number (**L**), dendritic length (**M**) and branch number (**N**) of granule cells. (**O**) Representative images of dendritic spines of granule cells in DG area. (**P**) Quantitative analysis of spine density of the granular cell dendrites. Data are presented as mean ± SEM, n = 12 per group for behavior tests; otherwise, n = 3 per group. Statistical comparisons were performed by one-way ANOVA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, n.s.: no significance. EPMT, elevated plus maze test.

## Data Availability

RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database. The accession number for the RNA-seq data reported in this paper is: GSE244413. The following secure token has been created to allow review of GSE244413 while it remains in private status: snmfwkqifzcnxix.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom14030268/s1, Figure S1: *P21*-overexpression does not influence the locomotor activity of mice. Figure S2: *P21*-knockdown caused apoptosis of granular neurons. Figure S3: Antioxidant does not attenuate CORT-induced depressive-like behaviors. Table S1: The list of DEGs analyzed by PPI network. Table S2: The list of primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

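Hippocampal RNA of 3 CORT-treated and 3 vehicle-treated mice was measured by RNA-seq. The treatment label of the CORT samples reads cortisone, and the paper gives corticosterone, which was used here. The authors trimmed the reads with fastp and aligned and quantified them, and the submitters' processing notes name HISAT2, StringTie, RSEM and GRCm39. Versions and the annotation release are not given in the sources used here. The deposited table holds TPM values computed by the authors for each library, the unit being taken from the paper's methods. It also holds the authors' log2 fold change, computed on counts that were not analysed here, the same value as a fold (a ratio of CORT over vehicle), and the authors' p-value. The authors used DESeq2 for that comparison, as the methods state. All 2404 genes in the table have a deposited p-value under 0.05. The methods speak of an adjusted p and the results of a p, and the table's column does not say which. No gene outside the table was analysed here, so no false discovery rate over all expressed genes could be computed.

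The control columns carry the name of an untreated genotype and were taken as the vehicle group, since the table's 1221 higher and 1183 lower genes equal the study's numbers. The replicate numbers used here are those of the table's columns, which are not tied to the sample titles. TPM keeps no depth, so the precision that read number gives is unknown.

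Values were analysed as log2(TPM + 1) in R 4.3.3 with limma 3.58.1 (lmFit, and eBayes with trend and robust options) over the 2241 genes with a TPM of at least 1 in at least 3 libraries. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Design, alternatives and 32 gene lists were fixed before the data were examined. The planned count-based tests and the competitive gene set test were not run, since the table holds TPM of preselected genes. Each list was tested instead by a two-sided exact binomial test of its members with a positive fold change against the share over all genes tested. This test counts the members as independent, although genes that change together in the same libraries are not. The lists covered glucocorticoid receptor targets, p53 targets, antioxidant and ROS-producing enzymes, cell cycle, growth signalling, neurogenesis, synapse, immediate-early genes, the circadian clock, interferon response and inflammation, corticosteroid signalling, mitochondrial and nuclear respiratory chain genes, and markers of the cell types and neighbouring regions that a dissection could hold. Genes named in the text were those the paper names or draws beside p21 in Fig. 2E, the 10 largest rises and the 10 largest falls past the threshold with no overlap between groups, a mean TPM of at least 1 in a group and a symbol other than a clone name, and the 4 members of each list with the smallest p. The values of Fig. 2F had been seen. Other list members named here, and the genes named for their sequence match or their GC content, were chosen after their values were seen. Some genes that this rule names are not reported here.

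Principal components were computed on centred, unscaled log2(TPM + 1) of genes with a mean TPM of at least 1. GC content was that of the longest transcript per gene in the GENCODE M21 annotation, which belongs to an earlier genome build than the authors', matched by gene identifier for 99.9% of the listed genes. No coordinates are given for that reason. The GC correction removed a spline with 4 degrees of freedom from each library. The spline was fitted to the tested genes, all of which the authors had called. A call lost after it can therefore come from a change in the tissue that genes of similar GC content share. Sequence matches were searched with BLAST 2.17.0. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and figures. The limma step was tested on simulated data for 3 CORT against 3 vehicle libraries and 2241 genes with 200 changed genes. It recovered 79.1% of the genes changed 1.5-fold, 91.0% of those changed 2-fold and 100% of those changed 4-fold, and 3.74% of its calls were false. The simulated genes were mostly unchanged and not preselected, whereas the real genes were chosen by a test on the same libraries. These rates therefore do not carry over to the real calls. Alternatives were other pseudocounts, filters, normalization, moderation and thresholds, the authors' p-values, and leaving out each library in turn.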

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

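The GC correction, the test on genes changed by less than 2-fold, the tests on TPM scaling and on neighbouring cortex, and the count of splits were chosen only after the results were seen. So were the interval on the larger changes and the permutation test on the cortex markers, added because those values lay close to their bounds, and the use of quantile normalization in the test on TPM scaling.

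The direction of change followed the GC content of the transcript, a property the paper did not analyse. The share of listed genes higher in CORT was 88.8% in the lowest of 10 equal groups by GC content and 19.2% in the highest (Spearman's rho -0.326 across genes, permutation p = 1e-04, the smallest that 10000 permutations can give, and genes are not independent replicates). Among the 2116 genes changed by at most 2-fold in the authors' deposited table, the share higher was 44.2 percentage points lower in the upper GC group than in the lower one. Among the 285 genes changed by more, the difference was 9.95 points, with a 95% interval of -1.36 to 21.3 that spans the bound of 10 points set before the test, so the test on these genes decided nothing. Relative to the mean of the libraries, the slope with GC content was 0.177, 0.0687 and 0.0324 log2 units per 10 points in vehicle replicates 1, 2 and 3. In CORT replicates 1, 2 and 3 it was -0.116, -0.0905 and -0.0710. The slopes thus differed between the groups and also within the vehicle group. A smooth GC effect on the libraries cannot be told apart from a change in the tissue, because no library preparation batch is known apart from the groups.

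Of 13 mitochondrially encoded transcripts, also outside the paper's analysis, 10 were in the table, 7 of them were higher in CORT, mt-Co2 was lower with a log2 fold change of -1.36, and mt-Nd3 and mt-Atp8 did not pass (adjusted p = 0.0575 and 0.0658 from limma), with 9 positive fold changes (two-sided exact binomial test, adjusted p = 0.161). An annotated nuclear copy was called near-identical at 98% identity or more over 90% of the length or more. Of the 9 other members tested only 1 has such a copy. Below that cut, mt-Co1 matched a nuclear transcript at 97.6% over 100% of its length, and mt-Nd4 matched another at 100% over 64%. Shared reads are therefore not excluded for these members. mt-Co2 has a near-identical copy, Gm28661 (100% identity), and the sum of both was 14833 ± 84.3 TPM (SD, n = 3) in vehicle and 16238 ± 511 TPM (SD, n = 3) in CORT. A candidate explanation of its fall is therefore the division of reads between the copies. After the GC correction the median log2 fold change of the other members went from 0.26 (SD 0.05 over 9 members) to 0.0616 (SD 0.05), and none of them passed. The correction was fitted to the listed genes alone, so it removes any change that genes of similar GC content share, whatever its cause. Fitted without the mitochondrial genes, the correction left a median of 0.00943 (SD 0.06), and again none passed. Of 126 other genes in the same range of GC content (31.9% to 39.9%), 88.9% were higher in CORT, with a median log2 fold change of 0.24. A rise of this size was therefore not particular to mitochondrial transcripts. Because it removes such shared changes, the correction does not decide whether a GC effect on the libraries accounts for their rise. The scaling between libraries stays open as well. The authors' count-based log2 fold changes of these members had a median of 0.27, in a table of only the genes those values called. With quantile normalization the median was 0.0863 (SD 0.157) and only mt-Nd2, mt-Nd3 and mt-Nd6 were higher. That method gives a gene of the same rank in every library the same value, and it left mt-Co1, mt-Atp8 and mt-Cytb with no difference. The lower median therefore decides nothing about scaling. A change of mitochondrial transcripts under CORT was not tested further.

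Immediate-early genes, the markers of recent neuronal activity, were lower, and the paper did not discuss them. Of 21 such genes 13 were tested, 10 were lower at an adjusted p under 0.05 from limma, none was higher (1 higher when adjusted over the list alone) and 12 had a negative fold change (two-sided exact binomial test, adjusted p = 0.025 over the lists, and 0.051 over genes with a TPM of at least 1 in every library). The binomial test counts these genes as independent, which genes that change together are not. Fos had a TPM of 17.9 ± 0.924 (SD, n = 3) in vehicle and 11.7 ± 1.18 (SD, n = 3) in CORT, Nr4a2 and Ier5 had log2 fold changes of -0.68 and -0.73, and Arc had one of 0.21 (adjusted p = 0.056 from limma, 0.0273 with quantile normalization and 0.00734 with the GC correction). The GC trend as the whole cause is argued against, as 10 were still lower after the correction. A smaller share of neighbouring cortex in the CORT dissections stays open, since the median authors' log2 fold change of 6 cortex markers lay 0.15 above that of the immediate-early genes, against a spread of 0.15 (exact permutation test over genes, p = 0.438), and of these markers 1 was lower in the main fit, 5 with quantile normalization and 3 with the GC correction, and lower neuronal activity under CORT was not tested.

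The choroid plexus gene Folr1, outside the paper's analysis, had 22.5 TPM in CORT replicate 3, against 3.73 and 2.10 TPM in the other CORT libraries and a vehicle mean of 2.16 ± 0.953 TPM (SD, n = 3). In the same library Kcne2 had 7.51 TPM, against 0.81 and 0.60 in the other CORT libraries, and F5 had 4.26 TPM, against 0.45 and 0.27.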

How the results depend on the processing

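The GC correction was chosen after seeing the data. The log2 fold change of Cdkn1a stayed past the threshold under every alternative run, from 2.19 to 2.44. The groups did not overlap on the first component under any alternative run. The number of genes changed, 1133 (579 higher and 554 lower), was 62 (46 and 16) with a 2-fold minimum, and 2241 (1130 and 1111) with the authors' p-values, which all pass by the table's construction. With quantile normalization it was 1129, with 498 higher and 631 lower, so the balance of directions turned. Leaving out each library gave 620 to 1187 genes changed, 338 to 729 higher and 282 to 464 lower, with fewer samples in each fit. Of 2 lists past the binomial test, 1 remained past it when each library had to reach a TPM of 1, which leaves fewer genes. The log2 fold change of Gpx4 turned from -0.12 to 0.038 with quantile normalization and to 0.0641 with the GC correction, and the cause was not tested. The log2 fold change of Synpo2 was 0.13, and ran from -0.00287 (without vehicle replicate 1) to 0.293 when single libraries were left out. Over 114 named genes and 1587 comparisons with an alternative, 1384 kept their direction and side of the threshold, 110 lost the call, 90 gained it and 3 changed sign. With the GC correction 831 genes passed, 697 of them among the 1133. Of the 10 splits of the libraries the real one gave 1133 genes and the highest other 1, and 10 splits are too few for a share under 0.05. The listed genes were chosen for differing between the real groups, so this contrast was built in and tells nothing about chance. No paired analysis was possible because the columns carry no sample numbers and the labels of the groups share 1 number. DESeq2, its size factors, upper-quartile scaling and the set test with an estimated correlation were not run, since the table holds no counts and only preselected genes. The depth is unknown, so what it limits could not be judged.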

Differences from the paper's values

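The paper reports 2404 genes changed, 1221 higher and 1183 lower, at p < 0.05, and the deposited table holds these numbers. With limma at an adjusted p under 0.05 over the tested genes, which differs from the paper in test, threshold and genes tested, 1133 were changed, 579 higher and 554 lower. Of the alternatives set before the data were examined, only the authors' p-values adjusted over the tested genes came within 1.5 times of the paper's numbers, with 2241, 1130 and 1111. The other alternatives did not, the nearest being an unadjusted p under 0.05 with 1482, 768 and 714.

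The first component held 70.2% of the variance over the listed genes, and the paper's value is about 24% in Fig. 2A, read by eye. The second held 8.54%, and the paper's value is about 21% in Fig. 2A, read by eye. The paper's text does not name the genes behind its components, and those here were genes that differ between the groups. None of the alternatives set before the data were examined came within 1.5 times of either value.

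The paper's text names Akt2 among the genes raised by CORT in q-PCR, while its Fig. 2F draws the CORT bar of Akt2 below the vehicle bar. In the RNA-seq values Akt2 had a log2 fold change of -0.28, while Cdkn1a, Parp1, Ddit4, Trp53inp1 and Pmaip1 were higher, with 2.30, 0.40, 0.86, 0.94 and 0.81. The call of Akt2 was lost in 3 of the fits that left out a library, with an adjusted p of up to 0.084 from limma, and after a GC correction chosen after seeing the values (0.093).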

Other observations

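Of 12 genes of corticosteroid signalling 5 were tested, Fkbp5 was higher in the CORT group with a log2 fold change of 1.37 (SE 0.07), and 4 were lower (two-sided exact binomial test, adjusted p = 0.645). The glucocorticoid receptor gene Nr3c1 had a TPM of 17.7 ± 0.506 (SD, n = 3) in vehicle and 12.8 ± 0.913 (SD, n = 3) in CORT, and Hsd11b1, which regenerates active glucocorticoid, Crhr1 and Fkbp4 had log2 fold changes of -0.36, -0.54 and -0.21. Of 5 microglial markers tested, Cx3cr1, P2ry12 and Trem2 were lower with log2 fold changes of -1.25, -0.84 and -0.49, Siglech was higher with 0.41, and C1qb did not pass. Of 7 endothelial markers tested, Cldn5, Tek, Cdh5 and Slco1a4 were lower, the glucose transporter Slc2a1 was higher with 0.87, and 2 did not pass. The oligodendrocyte regulator Sox10 fell from a TPM of 37.3 ± 6.54 (SD, n = 3) to 17.8 ± 1.10 (SD, n = 3), while the myelin gene Mobp was higher with 0.51, and the other 3 oligodendrocyte markers tested did not pass. The astrocyte regulator Sox9 fell by 0.75 and Aldoc by 0.18 on the log2 scale, and 4 astrocyte markers did not pass (1 of the 6 lower with quantile normalization and 5 with the GC correction).

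Of 22 genes of neural stem cells and immature neurons 6 were tested. Sox2 had a TPM of 31.1 ± 2.89 (SD, n = 3) in vehicle and 19.6 ± 1.23 (SD, n = 3) in CORT, Nes was higher with a log2 fold change of 0.36 (adjusted p = 0.040 from limma, and up to 0.106 with a library left out), and 4 did not pass (2 higher and 3 lower when adjusted over the list alone, and 1 higher and 4 lower with quantile normalization). Eomes, a marker of intermediate progenitors, had 0.277 ± 0.112 TPM (SD, n = 3) in vehicle and 1.38 ± 0.963 TPM (SD, n = 3) in CORT and was too low to be tested. Of 8 synaptic genes tested Syp was lower with -0.16 and 7 did not pass (1 higher and none lower with quantile normalization, 1 higher and 2 lower with the GC correction). Of 6 clock genes Ciart was higher with 0.67, Arntl was lower with -0.28 and 4 did not pass. Of the CA1 markers Wfs1 was lower with -0.42 and Gpr161 was higher with 0.34. The CA2 and CA3 markers Amigo2 and Bok were higher with 0.57 and 0.22, the granule cell marker C1ql2 was lower with -0.38, and the interneuron gene Cck was lower with -0.15. Serpina3n was higher with 0.57 and Irf9 with 0.52 among the inflammation and interferon genes. Of the pericyte markers Vtn was lower with -0.40 and Rgs5 higher with 0.27, and of the thalamus markers Plekhg1 was higher with 0.38. No marker of oligodendrocyte precursors, meningeal fibroblasts, choroid plexus or striatum passed the test from limma in the main fit, and no marker of ependyma or blood was in the table. The calls of Siglech, Mobp, Irf9, Cck, Bok, Rgs5, Plekhg1, Arntl, Crhr1, Fkbp4, Tek, Slco1a4, Aldoc, Gpr161 and Syp were lost when single libraries were left out, with adjusted p-values from limma of up to 0.128 (for Mobp). With quantile normalization Aldoc, Syp, Nes, Irf9, Cck, Rgs5 and Fkbp4 did not pass, while the striatal gene Drd1, the precursor marker Cspg4, the meningeal marker Col1a1, Aspa, Flt1, Pdgfrb, Per1 and Cnih2 did. After the GC correction Siglech, C1ql2, Cck, Rgs5, Crhr1 and Fkbp4 did not pass, while Slc1a2, Slc1a3, Gja1, Drd1, Aspa, Pdzd2, Per1, Cnih2 and Homer1 did.

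The deposited p-values ran up to 0.05, with 487 under 1e-04 and 225 between 0.04 and 0.05. The table does not say whether they are adjusted. If they are unadjusted and 12000 genes had been tested, 991 of the 2404 would pass a Benjamini-Hochberg adjusted p under 0.05, and 845 if 20000 had been tested. If they are already adjusted, all 2404 pass. In the authors' deposited table 1028 genes changed by less than 1.2-fold. Among 1651 genes with a mean of at least 10 TPM in a group, the log2 ratio of mean TPM lay within 0.1 of the authors' log2 fold change in 1474 and more than 0.3 from it in 15. Ece1, for example, had a TPM ratio of -0.99 on the log2 scale and -0.35 in the authors' deposited table.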
